A study of Homo sapiens with 24 samples. Its data were reported in "Evaluation of the Synergistic Potential of Simultaneous Pan- or Isoform-Specific BET and SYK Inhibition in B-Cell Lymphoma: An In Vitro Approach" (2022).

How the data were processed

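The data were 1 table of expression values for 24 Clariom D human arrays, a whole-transcriptome microarray, from the lymphoma lines SU-DHL-4 and DG-75 under 4 treatments with 3 replicates each. The values are on a log2 scale and were made by the authors, whose methods state robust multi-array average (RMA) normalization with limma and a mapping of probes to genes with affycoretools and the Clariom D transcript cluster annotation package. RMA corrects the background of each array, equalizes the distributions of probe intensities between arrays and summarises the probes of a transcript as a log2 value. The base of the logarithm follows from RMA and is not stated in words. The genome build and the version of the annotation package are not stated, so no coordinates are given. The deposited table gives gene symbols without probe identifiers, and the step from transcript clusters to symbols cannot be traced for a single row. The table had 25575 rows and 25161 symbols. 315 symbols had several rows, which covered 729 rows, and 206 rows held the same values as another row, 138 of them beyond the first copy. Every row entered the tests. A gene with several rows is represented in the text by the row with the highest mean, except PLGLB1, for which both rows are given. 24636 symbols were current names in a table of human genes, 331 were older synonyms and 194 were not matched. No background or detection value per gene was used here, so that low log2 values cannot be separated into expressed and not expressed. Every per-sample column was assigned to a sample by its name, which left 0 columns unused, and no pair of arrays held identical values.

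Groups and replicate numbers were taken from the sample labels. Differential expression was computed from the deposited log2 values in R 4.3.3 with limma 3.58.1 (lmFit, contrasts.fit and eBayes with default settings). Each line was fitted on its own, with the 4 treatments and the replicate number 1 to 3 as a batch term. The study's methods write 1 model with terms for treatment, line and batch, without saying what the batch was. P-values were adjusted by the Benjamini-Hochberg method over all 25575 rows of a contrast. A gene was called at an adjusted p under 0.05 and an absolute log2 fold change above 1, the thresholds of the study's methods. The contrasts were each treatment against DMSO, the combination against each single agent, the same contrasts against DMSO over both lines with line as an additive term, the departure of the combination from the sum of the single-agent changes, and the difference between the lines in each response, from 1 fit of all 24 arrays with replicate number within each line.

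Genes named in the text follow a rule that takes in 18 genes that the study names from these arrays, in its discussion or in its conclusion, drug targets and genes tied to them, among them SYK, BRD2, BRD3, MYC, BCL6, BCL2 and HEXIM1, up to 3 called genes of each direction per comparison with the smallest adjusted p whose same-numbered differences all had the same sign, and members of gene sets. Some genes of the rule are not reported here. Genes outside the rule are marked as named after their values were seen. The models, thresholds, naming rule, gene sets and alternatives were set before the data were examined.

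Gene sets were tested with camera at a preset correlation between genes of 0.01, adjusted over all 36 tests, with fry and camera with an estimated correlation beside it. The 6 sets were the CMG helicase, cell cycle genes that the study names as lower under Ento+AZD, replication-dependent histones, interferon-stimulated genes, genes linked to FOXO transcription factors, and early genes downstream of the B-cell receptor. For a symbol with several rows the tests used 1 row, which gave 25161 genes. Similarity of responses was the correlation of log2 fold changes across genes and the overlap of calls and of equally long lists of genes with the smallest p, each set against 100 simulations in which residuals of the fit were reassigned to arrays with random signs, so that groups were unchanged while DMSO arrays stayed shared. Principal components were computed on the log2 values, within lines after limma's removal of differences between replicate numbers.

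Alternatives, with 1 choice changed at a time, were a fit without the replicate number, 1 fit of all 24 arrays, a fit of the 2 treatments compared, omission of genes under the median expression, quantile normalization of the table, subtraction of each array's median, a prior variance that follows the expression level with robust estimation, no fold change minimum, limma's treat test against a fold change of 1.2, and omission of each array and of each replicate number in turn. One alternative, a single row per symbol with equal rows counted once, was added after the data were seen. So was the overlap of equally long lists. The calculations were tested on simulated data in which 200 of the 25575 genes were changed by 1.5 on the log2 scale. The share recovered was 89.0% for Ento+AZD against DMSO in SU-DHL-4, 91.0% in DG-75, 99.0% over both lines and 77.0% for the difference between lines.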

Results

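Gene expression was measured on 24 Clariom D human arrays from the B-cell lymphoma lines SU-DHL-4 and DG-75. SU-DHL-4 is an established diffuse large B-cell lymphoma line, and DG-75 is an established Burkitt lymphoma line. Each line was exposed for 72 h to the solvent DMSO, to 1 µM Entospletinib (Ento), to 0.01 µM AZD5153 (AZD) or to both compounds together (Ento+AZD). Ento inhibits the spleen tyrosine kinase SYK, which relays signals from the B-cell receptor. AZD is a bivalent inhibitor of the BET proteins, which bind acetylated chromatin and include BRD2 and BRD3. The 8 groups held 3 arrays each, numbered 1 to 3 in the sample labels. Every array gave 25575 log2 expression values for 25161 gene symbols, and array medians lay between 4.89 and 5.14. Replicate arrays of a group correlated at 0.981 to 0.993 across genes. The median SD of a gene between replicates was 0.18 to 0.22 on the log2 scale, depending on the group. With 3 arrays per group, the number of arrays limits the precision of every value. Genes were called at an adjusted p under 0.05 with a fold change over 2, and changes are log2 fold changes with their standard error (SE).

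Principal component analysis asked how the arrays group. Across all 24 arrays the first component held 59.6% of the variance and separated the lines, with SU-DHL-4 at -62.57 to -42.32 and DG-75 at 40.8 to 60.46. The second component held 9.11%. Within each line, after removal of differences between replicate numbers, the first component held 26.8% in SU-DHL-4 and 37.8% in DG-75. In SU-DHL-4 the DMSO arrays lay between -30.68 and -16.22 on it and the Ento+AZD arrays between 5.39 and 23.92. In DG-75 the DMSO arrays lay between -28.78 and -7.87, and the Ento+AZD arrays between 3.05 and 33.5. Ento arrays overlapped with the others in both lines, since Ento replicate 2 of SU-DHL-4 lay at 13.03 and Ento replicate 3 of DG-75 at 3.79.

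Exposure to Ento alone was compared with DMSO to ask which transcripts respond to SYK inhibition. In SU-DHL-4, 13 genes were called, 10 higher and 3 lower. TMPRSS15 rose by 2.07 (SE 0.175, adjusted p = 0.000502) from a low level of 2.61 ± 0.58 (SD, n = 3), and BACH2 rose by 1.32 (adjusted p = 0.00936). The 3 lower genes were SPARCL1 (-1.02, adjusted p = 0.0259), DENND1B (-1.62, adjusted p = 0.0327) and C1orf54 (-1.17, adjusted p = 0.0327). The count depended on single arrays. It was 2 when DMSO replicate 1, DMSO replicate 3, Ento replicate 1 or Ento replicate 3 was left out, 3 without Ento replicate 2 and 7 without DMSO replicate 2. TMPRSS15 was called in each of these fits, whereas SPARCL1, DENND1B and C1orf54 were called in none of them. In DG-75, 1 gene was called. SLC30A4 changed by 1.32 in SU-DHL-4 (adjusted p = 0.114) and by 1.01 in DG-75 (adjusted p = 0.525), short of the threshold in both lines.

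Exposure to AZD alone was compared with DMSO in the same way for BET inhibition. In SU-DHL-4, 46 genes were called and all of them were lower. The smallest adjusted p, 0.0312, was shared by COBLL1 (-2.57, SE 0.353), CDKN1B (-1.37), GNB3 (-1.25) and ZNF432 (-1.21). COBLL1 stood at 6.05 ± 0.27 (SD, n = 3) under DMSO and 3.48 ± 1.00 (SD, n = 3) under AZD. RASSF6 (-2.12), LRRCC1 (-1.75) and RTKN2 (-1.60) were also called, with adjusted p between 0.0396 and 0.0445. No gene was called when any of the 3 DMSO arrays, AZD replicate 1 or AZD replicate 3 was left out, and 119 genes were called without AZD replicate 2. Neither of the 2 other scalings of the arrays kept a call. In DG-75, 46 genes were called as well, 4 higher and 42 lower. LCK (-1.29), MYB (-1.28), HVCN1 (-1.22), FAM72C (-1.17) and TXNIP (1.05) shared an adjusted p of 0.0471, followed by TSPAN31 (1.10, adjusted p = 0.048) and PIK3R3 (1.12, adjusted p = 0.0487). Leaving out any 1 of the 6 arrays of this comparison removed every call. The rows of FAM72A, FAM72B and FAM72C correlated at 0.989 to 0.993 with that of FAM72D across arrays, so that these near-identical copies are not separated and the value of each is uncertain. COBLL1 fell by 2.10 in DG-75 (adjusted p = 0.0679). KIAA0040 and RGCC were called lower in both lines, named here after their values were seen.

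Ento+AZD was compared with DMSO to ask what joint inhibition adds. In SU-DHL-4, 304 genes were called, 26 higher and 278 lower. MYB was 6.99 ± 0.52 (SD, n = 3) under DMSO and 4.43 ± 1.09 (SD, n = 3) under Ento+AZD, a change of -2.56 (SE 0.308, adjusted p = 0.00434). C1orf54 (-1.85, SE 0.166) and the cystine transporter gene SLC7A11 (-1.80, SE 0.166) shared the smallest adjusted p of 0.00145, and SPARCL1 followed (-1.39, adjusted p = 0.00174). Also lower were LRRCC1 (-2.28, adjusted p = 0.00536), E2F8 (-2.27, adjusted p = 0.012), CHAF1B (-2.05, adjusted p = 0.00567) and RTKN2 (-1.35, adjusted p = 0.0278). Higher were TARS3 (2.0, adjusted p = 0.004), FOXP1-AS1 (1.45, adjusted p = 0.0127), SLC30A4 (1.27, adjusted p = 0.0205), IQCN (1.19, adjusted p = 0.00567) and BACH2 (1.17, adjusted p = 0.00567). The count fell to 56 without DMSO replicate 2, to 83 without Ento+AZD replicate 2, to 162 without Ento+AZD replicate 3 and to 166 without DMSO replicate 3. It was 0 in the smaller fit without all 4 arrays numbered 3. MYB, LRRCC1, CHAF1B, SLC7A11, C1orf54, SPARCL1, TARS3 and BACH2 were called in 8 of the 9 fits with arrays left out and E2F8 and IQCN in 7 of 9, while FOXP1-AS1 and SLC30A4 were called in 2 of 9 and RTKN2 in 1 of 9.

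In DG-75, Ento+AZD gave 213 called genes, 32 higher and 181 lower. LCK fell from 9.02 ± 0.14 (SD, n = 3) to 7.25 ± 0.26 (SD, n = 3), a change of -1.77 (SE 0.173, adjusted p = 0.00698). SLC30A4 rose from 5.84 ± 0.34 (SD, n = 3) to 7.49 ± 0.57 (SD, n = 3), a change of 1.65 (SE 0.16, adjusted p = 0.00698). HVCN1 (-1.32, adjusted p = 0.0101), FAM72C (-1.34, adjusted p = 0.0115), MYB (-1.52, adjusted p = 0.0148), RTKN2 (-1.60, adjusted p = 0.0162), CHAF1B (-1.20, adjusted p = 0.0169), E2F8 (-1.68, adjusted p = 0.0215) and LRRCC1 (-1.77, adjusted p = 0.035) were lower. TXNIP (1.14) and ARRDC3 (1.12) were higher, both with an adjusted p of 0.0115. The count was 0 without DMSO replicate 1 or Ento+AZD replicate 1, 47 without DMSO replicate 3, 69 without Ento+AZD replicate 2 and 82 without DMSO replicate 2. SLC30A4, LCK, MYB, HVCN1 and FAM72C were called in 5 of the 9 fits with arrays left out, TXNIP and ARRDC3 in 4 of 9, CHAF1B and RTKN2 in 2 of 9, and E2F8 and LRRCC1 in 1 of 9.

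**Figure D1:**
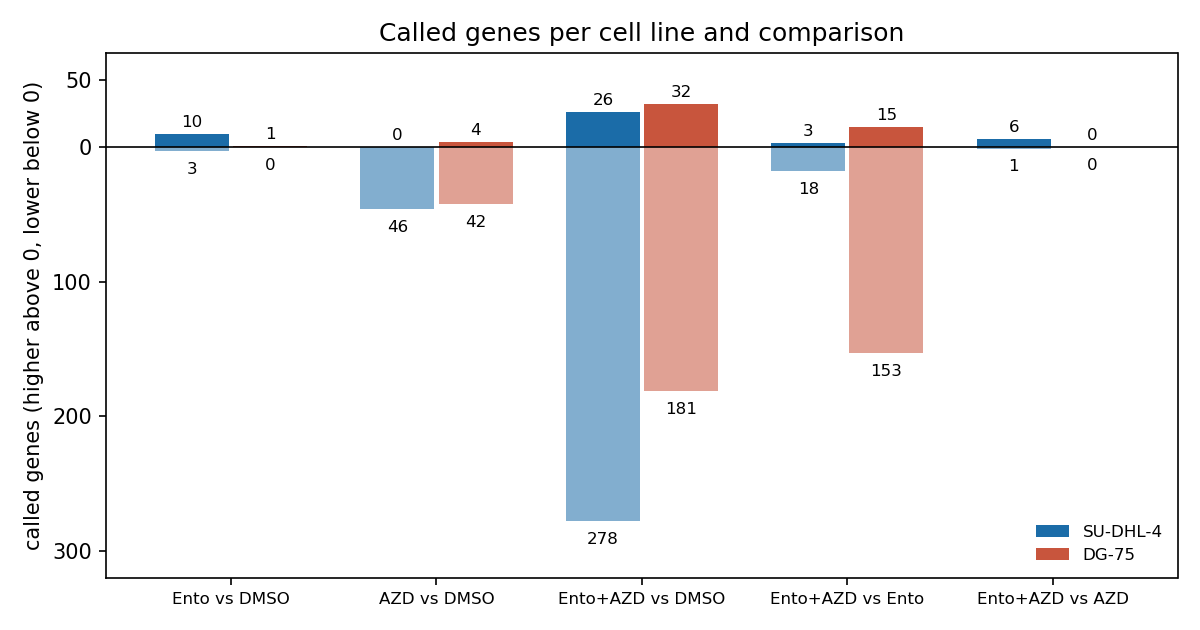
Number of genes called in each cell line for the 5 comparisons within a line, at an adjusted p under 0.05 and a fold change over 2. Bars above 0 count higher genes and bars below 0 count lower genes; Ento+AZD against DMSO gave the most calls, 304 in SU-DHL-4 and 213 in DG-75.

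The other scalings moved the balance of calls. Among the Ento+AZD calls, 8.55% were higher in SU-DHL-4, against 19.4% after quantile normalization and 21.9% after subtraction of each array's median. The corresponding shares in DG-75 were 15.0%, 32.9% and 34.5%. Without DG-75 Ento+AZD replicate 2 the share was 44.9% of 69 calls, and without DG-75 DMSO replicate 3 it was 27.7% of 47 calls. For Ento+AZD against Ento in DG-75 the shares were 8.93%, 21.0% and 17.5%, and for Ento against DMSO in SU-DHL-4 they were 76.9%, 100% and 88.2%. For AZD in DG-75 the share was 8.7% of 46 calls, and 1 of the 2 calls left under quantile normalization was higher. Subtraction of array medians raised the median change of all genes in SU-DHL-4 by 0.12 for Ento, by 0.12 for AZD and by 0.13 for Ento+AZD, from -0.06, -0.08 and -0.08 in the deposited scale, and lowered that of the departure from additivity by 0.11. It raised the median for Ento+AZD over both lines by 0.11 and for the difference between lines under Ento by 0.10. Relative to that shift the fall of MYB under Ento+AZD in SU-DHL-4 was -2.43.

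The combination was next set against each single agent. In SU-DHL-4, 21 genes differed between Ento+AZD and Ento, 3 higher and 18 lower. MYB (-2.08), MNS1 (-1.55), GNB3 (-1.20) and TARS3 (1.48) were among them, all with an adjusted p of 0.0451. So was UBE2Q2P2 (1.05, adjusted p = 0.0451). The 2 rows of PLGLB1 disagreed, since the row with the higher mean gave 0.99 (adjusted p = 0.083) and was not called, while the other gave 1.00 (adjusted p = 0.0451). UBE2Q2P2 and PLGLB1 belong to families with near-identical copies and are uncertain. No gene was called when Ento replicate 1, Ento replicate 3 or any Ento+AZD array was left out, and 23 were called without Ento replicate 2. Between Ento+AZD and AZD 7 genes differed in SU-DHL-4. TMPRSS15 was higher by 1.59 and BACH2 by 1.41 (both adjusted p = 0.00632), and SLAMF1 was lower (-1.58, adjusted p = 0.0303). That count was 1 without AZD replicate 1 or without any 1 of the Ento+AZD arrays, 2 without AZD replicate 3 and 22 without AZD replicate 2.

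In DG-75, 168 genes differed between Ento+AZD and Ento, 15 higher and 153 lower. HVCN1 (-1.45, adjusted p = 0.0114), LCK (-1.61, adjusted p = 0.0121) and MYB (-1.49, adjusted p = 0.0162) were lower. CEMIP2 (1.80, adjusted p = 0.0162), TXNIP (1.09, adjusted p = 0.0162) and UCP2 (1.05, adjusted p = 0.0199) were higher. The count was 0 without Ento replicate 1 or Ento+AZD replicate 1, 1 without Ento replicate 2, 4 without Ento+AZD replicate 2 and 389 without Ento replicate 3. Between Ento+AZD and AZD in DG-75 limma called 0 genes, with 1030 genes at an unadjusted p under 0.05 where 1279 are expected by chance. The other limma settings that were run, including the fit of all 24 arrays, gave 0 as well.

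**Figure D2:**
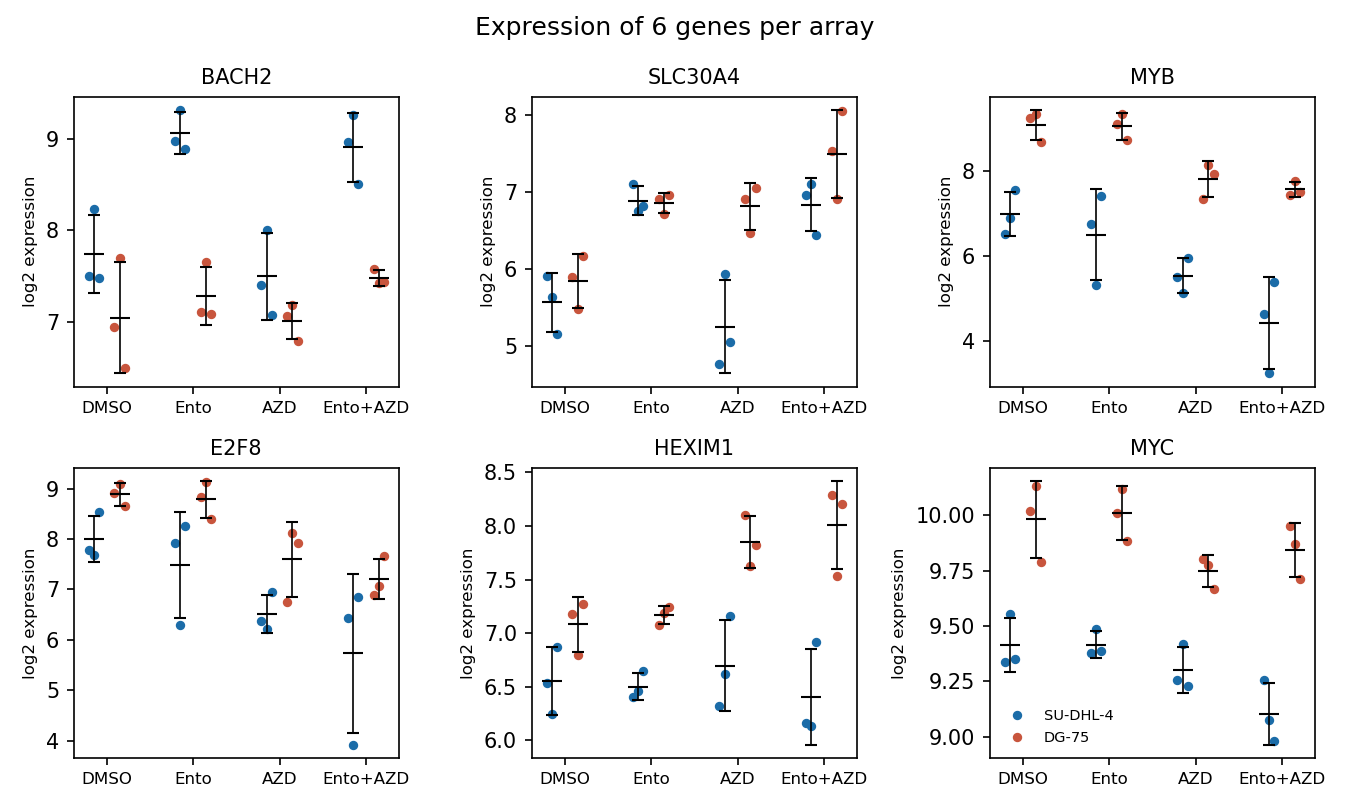
Log2 expression of BACH2, SLC30A4, MYB, E2F8, HEXIM1 and MYC for each array, by treatment on the horizontal axis and by line in colour. Points are arrays, and black bars are the mean ± SD of 3 arrays; MYB in SU-DHL-4 stands at 4.43 under Ento+AZD, against 6.99 under DMSO.

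Departure from additivity was tested as the Ento+AZD change minus the sum of the single-agent changes. It asked whether the combination exceeded what the agents did alone. limma called 0 genes in SU-DHL-4, where 1276 genes had an unadjusted p under 0.05, and 0 genes in DG-75, where 672 did, against 1279 expected by chance. In simulated data a departure of 1.5 was recovered for 61.5% of changed genes in SU-DHL-4 and for 66.5% in DG-75. These shares hold for simulations in which many genes were changed together. Departures of that size in only a few genes were not simulated, and neither were smaller departures. The absence of calls therefore does not exclude either of them.

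Overlaps of calls were compared with simulations of unchanged groups, because comparisons against the same DMSO arrays share their chance values. In SU-DHL-4, 26 of the 46 genes called under AZD were also called under Ento+AZD, all lower, and 7 of the 13 genes called under Ento were. In DG-75, 38 of the 46 AZD genes were called under Ento+AZD. The simulations called genes too rarely to share calls, in at most 9 of 100 for any pair. Lists of the same lengths with the smallest p were compared instead. They shared 29 genes of the same direction for AZD with Ento+AZD in SU-DHL-4 (simulated mean 16.4, 30 of 100 simulations as high), 8 for Ento with Ento+AZD in SU-DHL-4 (simulated mean 4.91, 30 of 100) and 35 for AZD with Ento+AZD in DG-75 (simulated mean 11.2, 7 of 100). None of these 3 overlaps stood above the range of the simulations. Of the Ento+AZD genes, 272 of 304 in SU-DHL-4 (89.5%) and 175 of 213 in DG-75 (82.2%) were called under neither agent alone. Because the comparisons of a line share DMSO arrays, the lower ones of each line were read in the other line. The 146 from DG-75 had median changes in SU-DHL-4 of -0.974 under Ento+AZD, -0.712 under AZD and -0.306 under Ento. For the 250 from SU-DHL-4 the medians in DG-75 were -0.875, -0.738 and -0.0255.

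Across all genes, which are not independent replicates, the changes under AZD and Ento+AZD correlated at r = 0.658 in SU-DHL-4, where simulated unchanged groups gave a mean of 0.505 and 34 of 100 simulations reached the observed value. In DG-75 this correlation was 0.778, with a simulated mean of 0.431 and 10 of 100 simulations as high. Ento and Ento+AZD correlated at 0.555 in SU-DHL-4 (simulated mean 0.461, 44 of 100 simulations as high) and at 0.363 in DG-75 (simulated mean 0.473, 75 of 100). Ento and AZD correlated at 0.432 in SU-DHL-4 (simulated mean 0.457, 57 of 100) and at 0.276 in DG-75 (simulated mean 0.439, 74 of 100). None of these 6 values stood above the range of the simulations, since at least 10 of 100 simulations were as high for each. The simulations reused the residuals of each line's arrays and spread widely. Their highest value was 0.961 for AZD with Ento+AZD in each line. A resemblance beyond the shared DMSO arrays is therefore neither shown nor excluded. Between the lines, which share no arrays, the correlation was 0.119 for Ento, 0.353 for AZD and 0.425 for Ento+AZD, reached by 21, 2 and 0 of 100 simulations. With genes under the median expression left out, the correlation between lines for Ento+AZD moved most, to 0.592.

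The lines were compared directly to ask whether the responses differ between lymphoma types. Both lines shared 81 of the genes called under Ento+AZD, 1 higher and 80 lower, with none in opposite directions. Lists of the same lengths with the smallest p shared 73 genes of the same direction, against a simulated mean of 2.02 and a highest simulated value of 5. A fit over both lines called 217 genes under Ento+AZD, 10 higher and 207 lower, 64 genes under AZD, 1 higher and 63 lower, and 1 gene under Ento. Under Ento+AZD, SLC7A11 fell by 1.48 (adjusted p = 9.1e-06), CDC25A by 1.59 (adjusted p = 0.000212) and RGS9 by 1.33 (adjusted p = 0.000237). Each was lower in 6 of 6 same-numbered differences, which the naming rule requires. TARS3 (1.41, adjusted p = 0.00103), LYRM4-AS1 (1.11, adjusted p = 0.000237) and PPP3CB-AS1 (1.03, adjusted p = 0.000616) rose in 6 of 6 under the same rule. Whether the probes of antisense transcripts such as these exclude the overlapping gene is not stated, and their values are uncertain. Under AZD, CILK1 (-1.14) and KIAA0040 (-1.08) had an adjusted p of 0.000791 and APOBEC3C (-1.04) one of 0.0016. The AZD count over both lines was 22 without DG-75 AZD replicate 1, 37 without SU-DHL-4 DMSO replicate 3, 43 without DG-75 AZD replicate 3 and 111 without DG-75 AZD replicate 2. The Ento+AZD count stayed between 149 and 253 with any 1 array or replicate number left out.

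The difference between the lines was called for 2 genes under Ento and for 9 genes under Ento+AZD. For AZD limma called 0 genes, with 1576 at an unadjusted p under 0.05, and 4 genes when the prior variance followed the expression level. TMPRSS15 and LINC01781 rose more in SU-DHL-4 than in DG-75 under Ento, by 2.24 and 1.42. Under Ento+AZD, HEMGN differed by -2.37, CCR7 by -1.94, DUSP1 by -1.74, NRG4 by 2.14, TMPRSS15 by 1.54 and LPP by 1.21, each as the SU-DHL-4 change minus the DG-75 change. The Ento+AZD count was 0 without DG-75 DMSO replicate 1, DG-75 DMSO replicate 3 or DG-75 Ento+AZD replicate 1, and 18 without DG-75 Ento+AZD replicate 3.

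Among 18 genes that the study singles out by name, chosen in part on these samples, 10 were called under Ento+AZD in SU-DHL-4 both over all genes and adjusted over the list alone. For Ento and AZD in SU-DHL-4 the counts were 3 and 4 over all genes and 7 and 6 adjusted over the list alone. In DG-75 the counts over all genes were 1, 1 and 6 for Ento, AZD and Ento+AZD, and 2, 5 and 7 adjusted over the list alone. The counts over the list alone are not independent evidence. S100A10, PLEKHH3, DHRS2, COLCA2, TNFRSF11A and ADGRA2 were not called in any comparison. The study's discussion takes these genes from RNA sequencing of SU-DHL-4. On the arrays their means in SU-DHL-4 under DMSO lay between 3.06 and 4.69, below the median gene at 5.09. A missing call at so low a level does not speak against the sequencing result. Among transcripts tied to the drug targets, SYK, MYC, BRD2, BRD3, BCL6 and BCL2 were not called in any comparison. SYK changed by 0.43 under Ento in SU-DHL-4 (SE 0.137, adjusted p = 0.449). MYC was 9.41 ± 0.12 (SD, n = 3) under DMSO and 9.10 ± 0.14 (SD, n = 3) under Ento+AZD in SU-DHL-4 (adjusted p = 0.34). HEXIM1, a transcript often followed as a marker of BET inhibition, changed by 0.93 under Ento+AZD in DG-75 (SE 0.167, adjusted p = 0.0226), below the fold change minimum. It passed the minimum under both other scalings, at 1.08 after quantile normalization and 1.01 after subtraction of array medians. It was not called in SU-DHL-4, and the difference between the lines in HEXIM1 was -1.07 (adjusted p = 0.134).

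Gene sets fixed before the data were examined were tested with camera over 36 combinations of set, line and treatment, and 23 were called. Of these, 12 were also called by fry, and 0 by camera with an estimated correlation, which moved the results most. The CMG helicase and cell cycle lists were taken from the study's account of genes that fell under Ento+AZD, so that their falls under Ento+AZD are not independent evidence. The 11 genes of the CMG helicase, which unwinds DNA at replication forks, fell under Ento+AZD by a median of 1.07 in SU-DHL-4 (adjusted p = 5.33e-13) and of 0.86 in DG-75 (adjusted p = 2.85e-15), with 11 of 11 lower in both lines. Both calls held under fry (0.0189 and 0.0118), and with an estimated correlation the adjusted p was 0.21 in both. Under AZD the medians were -0.60 in SU-DHL-4, a call that fry did not share (0.12), and -0.77 in DG-75, a call that fry shared (0.0118). Under Ento the set was not called, with medians of -0.07 and 0.02. In SU-DHL-4 the direction of that test depended on single arrays. It turned upward without Ento replicate 2, whose mean over the set was 7.61 against 8.45 and 8.79 in the other Ento arrays, and upward with a call by camera without DMSO replicate 2 (adjusted p = 0.00973).

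A cell cycle list of 9 genes fell under Ento+AZD by a median of 1.43 in SU-DHL-4 and of 1.08 in DG-75, with 9 of 9 lower in each line. The 61 replication-dependent histone genes fell by a median of 0.85 in SU-DHL-4, where 21 were called, and of 0.45 in DG-75, where 1 was called. Histone genes share long stretches of sequence and their single values are uncertain. Both lists were called under AZD as well, with fry sharing the calls in DG-75 and not in SU-DHL-4 (0.051 for both lists). Under Ento the histone list fell by a median of 0.32 in SU-DHL-4, a call made by camera alone and kept in 7 of the 9 fits with arrays left out. Ento replicate 2 carried most of that fall, at a mean of 7.59 over the list against 8.39 in DMSO replicate 2. Ento replicates 1 and 3 stood at 8.52 and 8.71, against 8.61 and 8.74 in the same-numbered DMSO arrays. Without all arrays numbered 2 the adjusted p of camera was 0.275. The 40 interferon-stimulated genes rose in DG-75 by a median of 0.41 under Ento and of 0.42 under Ento+AZD, calls made by camera alone. Camera kept both calls in 9 of 9 fits with arrays left out, but the rise was uneven. Means over the list in replicates 1 to 3 were 4.75, 4.47 and 5.48 under DMSO and 5.85, 5.02 and 5.47 under Ento. Under Ento+AZD they were 6.03, 4.70 and 5.62. Replicate 1 rose most under both, and replicate 3 did not rise under Ento. In SU-DHL-4 the interferon-stimulated genes fell by a median of 0.31 under AZD (fry 0.0415) and of 0.18 under Ento+AZD (camera alone). The FOXO-linked list rose in both lines under Ento (kept in 7 of 9 fits with arrays left out in DG-75) and in DG-75 under Ento+AZD, by camera alone, and fell under AZD in SU-DHL-4 (median -0.24, fry 0.0379). Its median was 0.04, its mean -0.03 and its test upward under Ento+AZD in SU-DHL-4, without a call, and under AZD in DG-75 its median was -0.01 with an upward test, again without a call. Early genes downstream of the B-cell receptor fell under Ento+AZD in SU-DHL-4 by a median of 0.24 (fry 0.0415) and rose in DG-75 by a median of 0.10, by camera alone. With arrays left out these calls were kept in 6 of 9 and 3 of 9 fits. For AZD in DG-75 their median was -0.07, their mean 0.01 and their test upward, without a call.

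**Figure D3:**
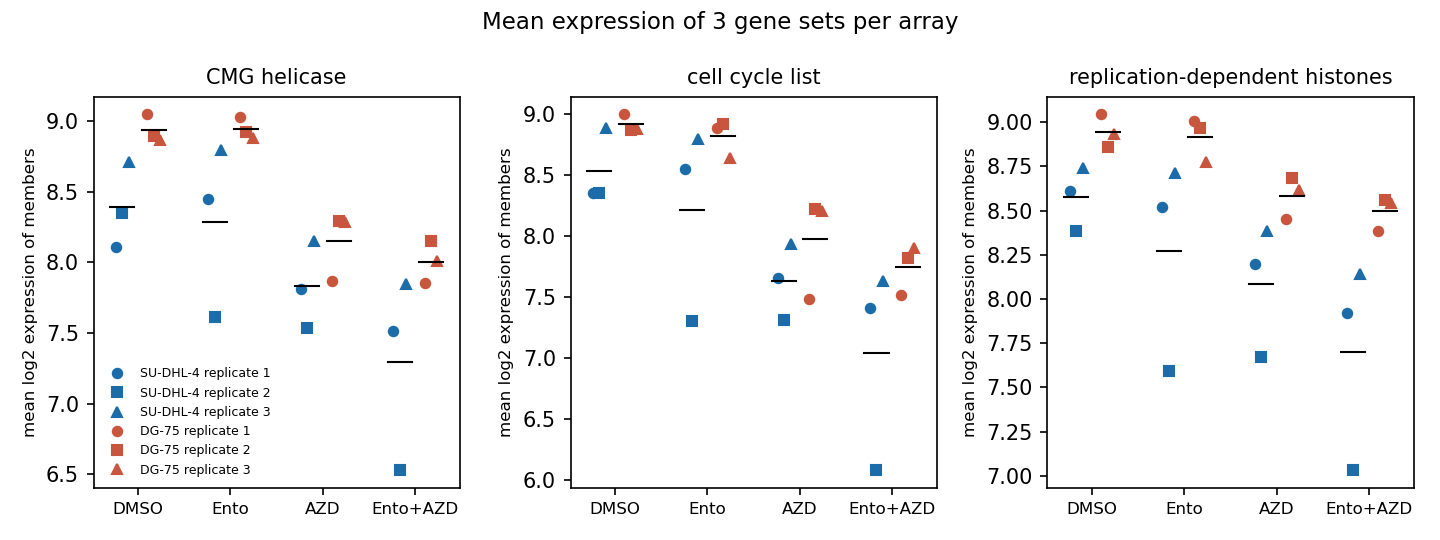
Mean log2 expression over the members of 3 gene sets for each array, by treatment on the horizontal axis, with colour for the line, symbols for the replicate number and black bars for the mean of 3 arrays. For the CMG helicase in SU-DHL-4, Ento replicate 2 lies at 7.61, below the other Ento arrays at 8.45 and 8.79.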

Values the study reported

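By RNA sequencing of SU-DHL-4, a platform other than the arrays analysed here, the study reported 1285 differentially expressed genes under Ento+AZD against DMSO, of which 765 were lower and 520 higher. It reported 251 genes for Ento alone and 480 genes for AZD alone, each against DMSO.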

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

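A gene is taken up here when the test of the difference between the lines called it. The tests of a low signal for DUSP1, ELOVL6, HSPB1 and LPP and for CCR7 and S100A13 were chosen after the result was seen, and the other tests were set beforehand. ELOVL6, HSPB1 and S100A13 lie outside the naming rule and are named after their values were seen. Each difference is the SU-DHL-4 change minus the DG-75 change on the log2 scale. For the genes of the naming rule, 3 of 3 same-numbered differences had the same sign, as that rule requires.

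Under Ento, TMPRSS15 differed by 2.24 (SE 0.23, adjusted p = 0.000366). It rose by 2.07 in SU-DHL-4 and changed by -0.17 in DG-75. LINC01781 differed by 1.42 (SE 0.207, adjusted p = 0.0266), with 1.21 in SU-DHL-4 and -0.21 in DG-75. Under Ento+AZD, 9 genes differed. HEMGN differed by -2.37 (SE 0.35), falling from 5.60 ± 0.60 to 3.24 ± 0.80 (SD, n = 3) in SU-DHL-4 and standing at 2.34 and 2.35 in DG-75. CCR7 differed by -1.94 (SE 0.279), DUSP1 by -1.74 (SE 0.253) and S100A13 by -1.74 (SE 0.26), each lower in SU-DHL-4 and higher in DG-75. NRG4 differed by 2.14 (SE 0.293), with a fall of -1.69 in DG-75 from 8.26 and a level of 1.93 in SU-DHL-4, and TMPRSS15 differed by 1.54 (SE 0.23). The adjusted p of these 6 was 0.0126. ELOVL6 differed by -1.86 (adjusted p = 0.0168), HSPB1 by -1.54 (adjusted p = 0.0226) and LPP by 1.21 (adjusted p = 0.0376).

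The authors' normalization is argued against as the source, since under quantile normalization and under subtraction of array medians all 11 differences were still called. A signal too low for a change to show is argued against for DUSP1, ELOVL6, HSPB1 and LPP. Their DMSO levels in the line with the smaller change lay at the 61st percentile of all genes or above, at percentiles of 61.0 for DUSP1, 91.0 for ELOVL6, 97.3 for HSPB1 and 98.5 for LPP. For the other 7 differences the DMSO level in that line lay below the median gene. CCR7 and S100A13 among these lay at percentiles of 41.2 and 39.5. They changed there in the opposite direction, by -0.57 and 0.70, which is 2.91 and 3.91 times the SE. A low signal stays open for them, since limma called neither change (adjusted p = 0.188 and 0.0703). Picking genes for their difference between lines also favours opposite changes. NRG4, at a percentile of 6.21, showed such a change of 2.37 times the SE. The rest lay at percentiles of 22.4 or lower. HEMGN and NRG4 stood at 2.34 and 1.93, where a fall of the size seen in the other line could be hidden by probes near background. TMPRSS15 and LINC01781 rose in SU-DHL-4 from DMSO levels of 2.61 and 3.01, close to the 2.27 and 3.12 in DG-75, and a low level hides a rise less readily than a fall. For HEMGN, NRG4, TMPRSS15 and LINC01781 a low signal and a difference between the lines cannot be told apart, because a transcript may lie further below background in 1 line than the values show and no detection value per gene was used here.

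The part of single arrays stays open. Without DG-75 DMSO replicate 1, DG-75 DMSO replicate 3 or DG-75 Ento+AZD replicate 1, 0 of the 9 genes were still called, 1 was without SU-DHL-4 Ento+AZD replicate 3 and 2 were without SU-DHL-4 Ento+AZD replicate 2. The direction was kept for 9 of 9 with each of the 12 arrays left out in turn. One array out of line cannot be told apart from the loss of precision that comes with fewer arrays. For Ento, TMPRSS15 kept its call in 13 of the 15 fits with arrays left out and LINC01781 in 2 of 15.

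Counted over all splits of the arrays, chance was not excluded. For Ento, 6 of 100 splits gave as many called genes, the real one included, and for Ento+AZD 6 of 100 did. Of these, 4 and 5 were splits that left the treatment groups of 1 line intact or exchanged and so carried that line's treatment effect into the difference. Without such splits the highest other counts were 2 for Ento and 1 for Ento+AZD, against real counts of 2 and 9. These values argue against chance as the source of the Ento+AZD count, whereas for Ento chance stays open. For AZD, where limma called 0 genes and 1576 had an unadjusted p under 0.05, all 100 splits are as large by construction and say nothing about chance. A biological difference between the lymphoma types remains among the open explanations and is not separated from other differences between the 2 lines by these data.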

How the results depend on the processing

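The single row per symbol was the alternative chosen after the data were seen, and it left each of the 18 counts of called genes within 1.5 times. No named gene changed direction under any alternative. Of 87 pairs of a called gene and a comparison, 61 kept their call under quantile normalization, 67 under subtraction of array medians, 86 with a prior variance following expression, 67 of 69 in 1 fit of all 24 arrays and 30 of 69 in fits of the 2 treatments alone. With 1 array left out 326 of 630 calls were kept, and with 1 replicate number left out 71 of 261. The loss goes with fewer residual degrees of freedom, and arrays named above decided several counts.

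Same-numbered arrays deviated together in part. Deviations from the group means of same-numbered arrays correlated above 0.1 in 12 of 18 pairs in SU-DHL-4 (-0.111 to 0.394), the 6 pairs of replicate 3 among them (0.146 to 0.263), and in 7 of 18 in DG-75 (-0.355 to 0.344). Since not all pairs did, the numbers were not read as a pairing of the cultures. The numbers were still kept as a batch term in the fits, and same-numbered differences entered the naming rule. With no replicate block in the fit, the counts in SU-DHL-4 were 1 for Ento, 9 for AZD, 45 for Ento+AZD, 0 against Ento and 1 against AZD. With the block these counts were 13, 46, 304, 21 and 7, so that they depend on this choice. In DG-75 the Ento count was 0. The difference between lines gave 1 gene for Ento and 1 for Ento+AZD. The remaining counts stayed within 1.5 times, and 51 of the 87 named calls were kept.

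Other counts moved by more than 1.5 times as follows, and the cause was not tested except where stated. For Ento against DMSO in SU-DHL-4 the count was 25 in 1 fit of all arrays, 7 under quantile normalization, 32 with a prior variance following expression and 4 under treat. For AZD in SU-DHL-4 it was 0 in the fit of 2 treatments, under quantile normalization, under subtraction of array medians and under treat, and 105 with a prior following expression. For Ento+AZD in SU-DHL-4 it was 604 with no fold change minimum and 133 under treat. Against Ento it was 90 in 1 fit of all arrays, 70 without genes under the median, 107 with a prior following expression, and 0 in the fit of 2 treatments, under quantile normalization and under treat. Against AZD it was 12 in 1 fit, 15 with a prior following expression, 3 under treat and 1 in the fit of 2 treatments.

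For DG-75, the Ento count was 0 in the fit of 2 treatments. The AZD count was 122 in 1 fit of all arrays, 155 with a prior following expression, 103 without genes under the median, 75 with no fold change minimum, 12 in the fit of 2 treatments, 2 under quantile normalization, and 0 under subtraction of array medians and under treat. For Ento+AZD it was 611 with no fold change minimum and 14 under treat. Against Ento it was 424 with no minimum, 103 under subtraction of array medians, 4 under treat and 0 in the fit of 2 treatments. The treat test asks more of each gene by construction, and dropping the fold change minimum asks less.

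Over both lines, the AZD count was 37 under either scaling, 890 with no minimum and 12 under treat, and the Ento+AZD count was 1985 with no minimum. For the difference between lines, Ento gave 1 gene without genes under the median and 1 under treat. AZD gave 4 with a prior following expression. Ento+AZD gave 5 without genes under the median, 32 with a prior following expression and 3 under treat.

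With each array and each replicate number left out in turn, the counts in SU-DHL-4 ranged from 2 to 7 for Ento, 0 to 119 for AZD, 0 to 330 for Ento+AZD, 0 to 23 against Ento and 0 to 22 against AZD. In DG-75 they ranged from 0 to 1 for Ento, were 0 for AZD throughout, and ranged from 0 to 272 for Ento+AZD and from 0 to 389 against Ento. Over both lines the ranges were 1 to 1 for Ento, 0 to 173 for AZD and 149 to 253 for Ento+AZD. For the difference between lines they were 0 to 2, 0 to 1 and 0 to 18. The limma counts of the departure from additivity and of Ento+AZD against AZD in DG-75 stayed at 0, with 1276, 672 and 1030 genes at an unadjusted p under 0.05 in the full fits.

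For gene sets, fry called 12 of 36 and camera with an estimated correlation called 0, where the adjusted p of the CMG helicase under Ento+AZD was 0.2098 in SU-DHL-4 and 0.2095 in DG-75. Calls by camera ranged from 22 to 25 with arrays left out, and 4 of the 23 calls were lost in some of these fits. These were the B-cell receptor list under Ento+AZD in DG-75 (lost in 6 of 9, adjusted p up to 0.248) and in SU-DHL-4 (3 of 9, up to 0.227), histones under Ento in SU-DHL-4 (2 of 9, up to 0.275) and the FOXO-linked list under Ento in DG-75 (2 of 9, up to 0.109). Among sets that were not called, the cell cycle list under Ento in SU-DHL-4 gained a call in its own direction in 6 of 9 fits and the B-cell receptor list under Ento in DG-75 in 4 of 9. Sets that were not called changed direction in some settings. In DG-75 under AZD, fry turned the FOXO-linked and the B-cell receptor lists (0.934 for both), and the interferon-stimulated list turned with no replicate block (0.929) and without genes under the median (0.308). The CMG helicase under Ento in SU-DHL-4 turned with no replicate block (0.73). With arrays left out the direction turned for 9 results, with adjusted p from 0.00241 to 0.661 for the CMG helicase, 0.000811 to 0.845 for the cell cycle list, 0.256 to 0.887 for the interferon-stimulated list and 0.119 to 0.878 for the B-cell receptor list under Ento in SU-DHL-4. Under Ento in DG-75 the ranges were 0.0244 to 0.879, 0.0109 to 0.731 and, for histones and the B-cell receptor list, 0.00995 to 0.747 and 0.015 to 0.916. For the interferon-stimulated list under AZD in DG-75 it was 0.00731 to 0.885. The CMG helicase kept its call and direction under AZD and Ento+AZD in both lines, with adjusted p up to 0.00973 and 3.29e-10 in SU-DHL-4 and 1.44e-09 and 4.47e-12 in DG-75, from lowest values of 7.19e-09, 1.13e-14, 3.98e-15 and 1.51e-15.

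Without genes under the median, correlations of changes rose in SU-DHL-4 to 0.452 for Ento with AZD, to 0.615 for Ento with Ento+AZD and to 0.719 for AZD with Ento+AZD. They rose to 0.868 for AZD with Ento+AZD in DG-75, and between lines to 0.245 for Ento, 0.496 for AZD and 0.592 for Ento+AZD. In DG-75 they fell to 0.217 for Ento with AZD and to 0.344 for Ento with Ento+AZD. The cause was not tested. With replicate numbers left out, the ranges in SU-DHL-4 were 0.327 to 0.464 for Ento with AZD, 0.511 to 0.577 for Ento with Ento+AZD and 0.539 to 0.679 for AZD with Ento+AZD. In DG-75 they were 0.173 to 0.45, 0.183 to 0.412 and 0.672 to 0.76, and between lines 0.0495 to 0.0972, 0.263 to 0.373 and 0.308 to 0.392.

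Signal over background limits what low genes can show. Of the genes called under Ento+AZD, 46 of 304 in SU-DHL-4 and 33 of 213 in DG-75 had a mean below the median gene of their line, as did 4 of 13 under Ento in SU-DHL-4.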

Other observations

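The tests of the shared variation between replicate cultures, by array brightness, cell cycle genes and interferon-stimulated genes, were chosen after the result was seen, and the other tests of this part were set beforehand.

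Other splits of the arrays were counted for each comparison. Within a line, 3 arrays against 3 allow 10 splits, so that a share under 0.1 cannot be reached and chance is not excluded by splits alone. In SU-DHL-4 the real split gave the most called genes of the 10 for Ento, AZD and Ento+AZD against DMSO and for Ento+AZD against Ento and against AZD, 1 of 10 in each case. In DG-75 the same held for Ento, AZD and Ento+AZD against DMSO and for Ento+AZD against Ento, again 1 of 10. For Ento+AZD against AZD in DG-75 and for the departure from additivity in each line limma called 0 genes, with 1030, 1276 and 672 genes at an unadjusted p under 0.05. There 10 of 10 splits and 100 of 100 regroupings are as large by construction, which says nothing about chance. Over both lines the splits argue against chance, since only the real one of 100 was as large for each treatment against DMSO. The highest other counts were 0, 2 and 32. A share of 1 of 100 is the smallest that 100 splits can give, and for Ento it rests on 1 called gene. The other splits did not keep the replicate numbers balanced as the real groups do.

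Falls outnumbered rises among the genes called under Ento+AZD, with 278 of 304 in SU-DHL-4 and 181 of 213 in DG-75. An array-wide shift left by the authors' normalization is argued against as the whole source. After quantile normalization and after subtraction of array medians the share of rises was at most 34.5% in either line, although it rose from 8.55% and 15.0%. Single arrays moved the balance in DG-75 as well, to 31 rises and 38 falls (44.9%) without Ento+AZD replicate 2 and to 27.7% rises without DMSO replicate 3. Part of the imbalance may still come from scaling, since a loss of RNA that touched most transcripts would be removed by RMA and was not tested.

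Most genes called under Ento+AZD were called under neither agent alone. A candidate explanation is that both agents, and AZD in particular, moved these genes in the same direction by less than the threshold. To avoid genes picked for the pattern in the same arrays, the lower genes called under the combination alone in 1 line were read in the other line. The changes under both single agents were summed for each gene, and the median sum was 97.3% of the median Ento+AZD change in SU-DHL-4, over 146 genes, and 89.1% in DG-75, over 250 genes. The shares were 88.4% and 81.5% after quantile normalization and 84.1% and 88.7% after subtraction of array medians, where the median departure in SU-DHL-4 was -0.0991 and -0.155. An effect beyond the sum stays open. In the deposited values the median departure was -0.05 in SU-DHL-4 and -0.11 in DG-75. With limma's camera, adjusted over 4 tests, the adjusted p was 0.0994 and 0.0166, so that 1 of the lines lay below additivity, while the adjusted p of fry was 1.0 in both. A departure of this size and none cannot be told apart with these arrays.

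Replicate cultures of SU-DHL-4 varied along 1 shared direction that was carried by cell cycle genes. After removal of the treatment means, the leading axis held 28.1% of the variance. Ento replicate 2 (-36.54), Ento+AZD replicate 2 (-24.98) and AZD replicate 1 (-24.12) lay at 1 end, and these were also the arrays with the lowest means over all genes in their groups (5.15, 5.17 and 5.12). Part of the axis goes with the replicate number, since replicate 3 had the highest score of its group under each of the 4 treatments (13.87, 19.09, 18.02 and 16.36 for DMSO, Ento, AZD and Ento+AZD), while the lowest score was in replicate 1 or 2. What a replicate number shares is not stated. On this axis 9 of 9 cell cycle genes and 60 of 61 histone genes had the same sign. Array brightness left by the authors' normalization is argued against as the whole source, since the median loading of the cell cycle list was 6.35 times that of all genes in the deposited values and 7.23 times after quantile normalization. Cultures that differed in their share of dividing cells could give this pattern, with both lists at a percentile of 100 of random lists. This cannot be told apart from other differences between cultures, because the lists were tested on the pattern in which they were seen. Growth or cell counts of these cultures were not analysed here. The axis bears on the report, because Ento replicate 2 and Ento+AZD replicate 2, low on the axis, also had the lowest means of the cell cycle and CMG helicase genes in their groups. Under AZD the means did not follow the axis, since replicate 1 had the lowest score while replicate 2 had the lowest mean of the cell cycle list (7.31 against 7.66).

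In DG-75 the leading axis held 32.9% of the variance between replicates, and interferon-stimulated genes lay at the 100th percentile of 10000 random lists on it, with 35 of 40 of the same sign. An interferon response that differed between cultures could give this pattern. It cannot be told apart from other differences between cultures, because the list was tested on the pattern in which it was seen. The rise of this list under Ento and Ento+AZD in DG-75, called by camera and not by fry, rests on the same arrays. No biological explanation named by the design was tested for either axis.

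The counts called here for SU-DHL-4 are compared with the sequencing counts quoted from the study. Under Ento+AZD, 304 genes were called here, 278 lower and 26 higher. Each of these is lower than the value quoted from the study above. Under Ento alone 13 genes were called, and under AZD alone 46. Both are lower than the values quoted from the study above, which come from another platform. The study itself describes fewer such genes from its arrays than from sequencing, and proposes that sequencing is the more sensitive method. Its array counts were not compared here.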
